# E-cadherin re-expression shows *in vivo* evidence for mesenchymal to epithelial transition in clonal metastatic breast tumor cells

**DOI:** 10.18632/oncotarget.9715

**Published:** 2016-05-30

**Authors:** Katie Palen, James Weber, Michael B. Dwinell, Bryon D. Johnson, Ramani Ramchandran, Jill A. Gershan

**Keywords:** breast cancer, EMT, MET, metastasis, E-cadherin

## Abstract

Substantial experimental evidence has shown that dedifferentiation from an epithelial state to a mesenchymal-like state (EMT) drives tumor cell metastasis. This transition facilitates tumor cells to acquire motility and invasive features. Intriguingly, tumor cells at the metastatic site are primarily epithelial, and it is believed that they differentiate back to an epithelial state by a process called mesenchymal to epithelial transition (MET). However, there is little *in vivo* evidence to support the MET process. To investigate EMT and MET *in vivo*, we generated two epithelial (E) and two mesenchymal (M) primary clonal cell lines from a spontaneous mouse mammary tumor (Tg MMTV/neu). These cells were labeled with reporters (GFP and luciferase), and tracked *in vivo* during primary tumor growth and subsequent secondary metastasis. Once E cells were implanted into the mammary fat pad, E-cadherin expression progressively decreased and continued to decrease as the primary tumor enlarged over time. A greater percentage of E tumor cells expressed E-cadherin at the secondary metastatic site as compared to the corresponding primary tumor site. Collectively, these data provide direct *in vivo* evidence that epithelial tumor cells have metastatic potential, undergo EMT at the primary tumor site, and MET at the metastatic site.

## INTRODUCTION

The metastatic process of tumor cell dissemination and colonization at a distant organ site is a critical process in tumor progression, and is poorly understood. Carcinomas are epithelial cell-derived tumors, yet they are composed of a heterogeneous mix of tumor cells that are epithelial and mesenchymal-like. Substantial evidence suggests that phenotypic plasticity allows for dedifferentiation of epithelial tumor cells resulting in expression of mesenchymal lineage markers [1–7]. This process is referred to as an epithelial to mesenchymal transition or EMT. Decades of research suggest a paradigm that EMT is a prerequisite process for carcinoma cell metastasis. EMT is characterized by expression of EMT-inducing transcription factors such as SNAIL1/2, TWIST1/2, ZEB1/2, FOXC2, SOX4, TEAD2, LHX2 and PRRX1; upregulation of fibronectin and vimentin, downregulation of E-cadherin and a change from epithelial cuboidal cell sheets to a morphology that is spindle-shaped and fibroblast-like as reviewed in [8]. The EMT process is associated with tumor cell migration, invasion, metastasis and a poor clinical outcome [9–16]. A long-standing conundrum is that dedifferentiated mesenchymal-like tumor cells originating in the primary tumor are believed to be the cells that metastasize. However, tumor cells at corresponding metastatic sites are not dedifferentiated, but instead, are differentiated toward an epithelial phenotype [17–22]. In fact, metastatic cells can show greater epithelial differentiation (increased E-cadherin expression) as compared to cells in the corresponding primary orthotopic tumor [23, 24]. To explain this observation, it is hypothesized that mesenchymal-like metastatic cells revert back to an epithelial phenotype via a mesenchymal to epithelial transition (MET) when colonizing at the distant site. MET can be induced *in vitro* and there is evidence that MET occurs *in vivo*. The natural bioactive molecule, honokiol, reversed the acquisition of mesenchymal characteristics in TGF-β and TNF-α stimulated normal mammary epithelial MCF10A cells, and induced MET in human kidney carcinoma and gastric cell lines [25–27]. In addition, loss of the PRRX1 transcription factor induced MET in human breast cancer BT-549 cells [16]. *In vivo* data has demonstrated the association of MET with tumor cell colonization and metastasis. In a reversible EMT model, Twist1 expression induced EMT while subsequent repression of Twist1 reversed EMT. This on, and off mechanism in terms of Twist1 expression was required for macrometastasis of murine squamous cell carcinoma [28]. Other examples of preclinical data include: Non-metastatic 4T07 breast tumor cells formed metastases when they expressed MiR-141-200c and E-cadherin [29]. Downregulation of E-cadherin in human TSU-pr1-B2 bladder cancer cells inhibited distant organ colonization [30]. Upregulation of E-cadherin in human prostate cancer PC-3/S cells enhanced tumorigenicity [31]. While these studies support MET as a requirement for tumor cell colonization/metastasis, direct *in vivo* evidence for this process is lacking.

There are technical problems that must be overcome in order to address the knowledge gaps regarding MET and metastasis. Some of these problems include (1) challenges in distinguishing mesenchymal tumor cells from non-tumor mesenchymal stromal cells, (2) the inability to identify partial or transient EMT or MET in primary tumor and metastatic lesions, respectively, and, (3) difficulty tracking tumor cells in the primary growth phase to metastasis *in vivo*. We have attempted to overcome these technical roadblocks by generating a model system that allows for tracking of primary breast cancer tumor cells *in vivo*. We produced clonal tumor cell lines derived from a spontaneous mammary tumor in a female FVB/N-Tg(MMTVneu) mouse. Tumor-derived cells were genetically modified to express luciferase and fluorescent proteins and were tracked *in vivo* during primary orthotopic tumor growth and subsequent metastasis. These cells were extensively molecularly characterized to be tumor-derived and either epithelial or mesenchymal-like. From this model system, our data shows that (1) over time, epithelial tumor cells undergo EMT changes (including loss of E-cadherin expression) during primary tumor growth, (2) the orthotopically implanted primary clonal epithelial tumor cells are metastatic, and (3) E-cadherin is re-expressed in metastatic tumor cells. To our knowledge, these are the first data to show direct evidence of EMT and MET by tracking clonal epithelial tumor cells *in vivo*.

## RESULTS

### The clonal primary tumor cell lines that were generated as a tool to track EMT and MET changes are tumorigenic *in vivo*

To track EMT and MET changes *in vivo*, we generated clonal primary tumor cell lines from a spontaneous breast tumor that arose in a female FVB/N Tg (MMTV/neu) (referred to as Tg/neu) mouse. These mice express the rat ErbB2 (neu) transgene under the control of the mammary-specific mouse mammary tumor virus promoter (MMTV), and develop spontaneous mammary tumors. Cells were sorted from single cell suspensions by flow cytometry based on neu and CD24 expression to separate epithelial and mesenchymal-like cells from the tumor mass. Epithelial tumor cells were enriched in the neu^hi^CD24^hi^ population and mesenchymal-like cells were enriched in the neu^low^CD24^low^ cell population [7]. Two clonal epithelial cell lines (E1 and E2) and 2 clonal mesenchymal-like cell lines (M1 and M2) were obtained by limiting dilution cell culture. Figure 1A shows a morphologic representation of the cell lines. To investigate whether clonal tumor cells were tumorigenic *in vivo*, we orthotopically implanted 50,000 cells from each cell line into the “D” mammary fat pad (MFP). When tumors reached 250 mm^2^ in size, mice were considered moribund and euthanized. Figure 1B shows the Kaplan-Meier survival curves of the various mouse groups. Cells from the epithelial cell lines (E1 and E2) and the M2 mesenchymal-like cell line formed tumors in the MFP, and the mice eventually died from tumor burden. Interestingly, the M1 cell line did not form orthotopic tumor. To facilitate additional analyses, we transduced E cells with GFP and firefly luciferase, and M cells with mCherry and Renilla luciferase. The dual reporter system served purposes of cell sorting (GFP/mCherry), and *in vivo* live cell tracking (firefly/Renilla luciferase) at primary orthotopic and metastatic sites.

**Figure 1:**
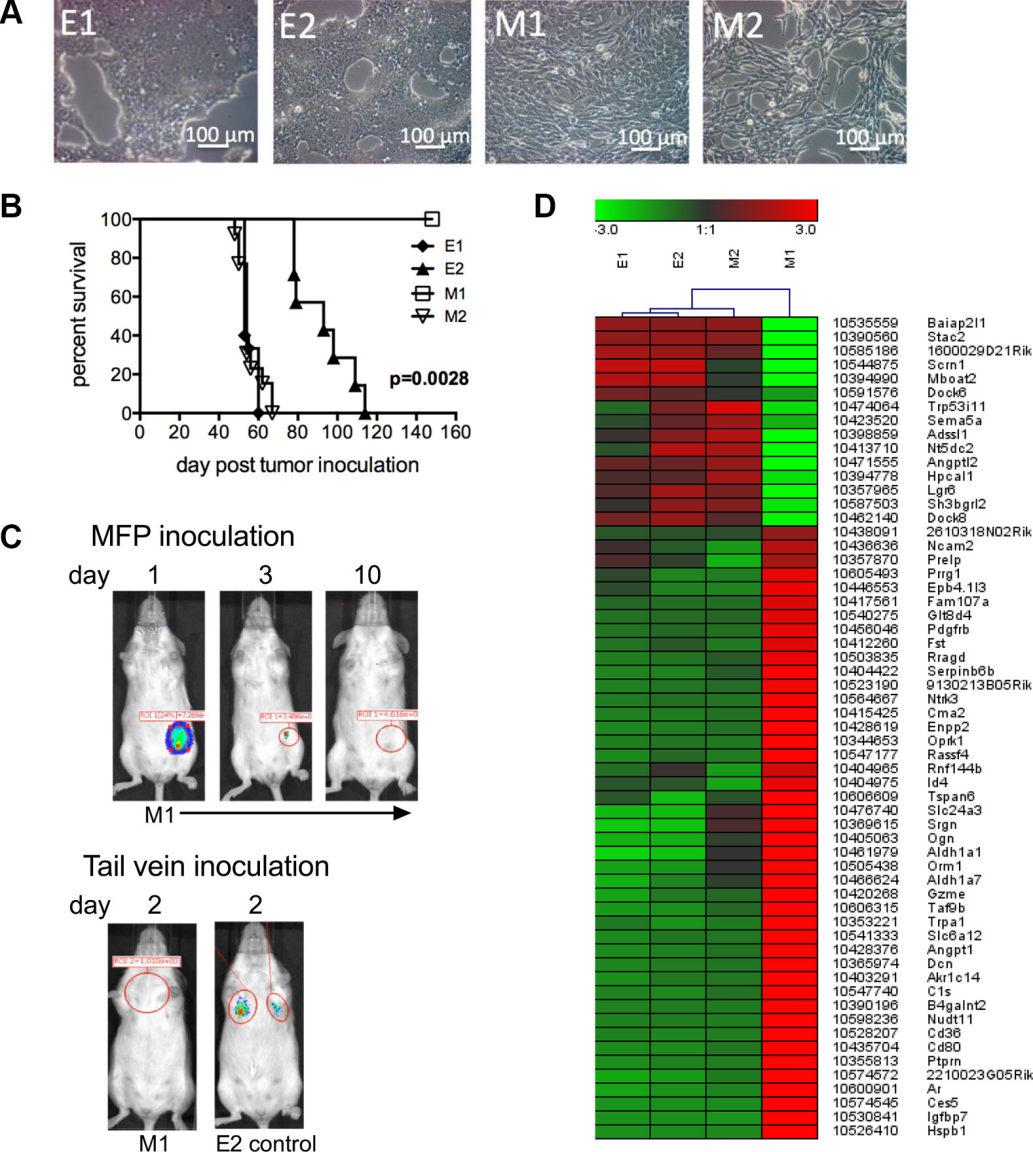
E1, E2 and M2 cells are tumorigenic (**A**) Bright field microscopy of clonal epithelial (E1 and E2) and mesenchymal-like (M1 and M2) cells. (**B**) Survival curves of mice inoculated into the MFP with 5 × 10^4^ cells from each of the E1 (*n* = 15), E2 (*n* = 7), M1 (*n* = 4) and M2 (*n* = 13) cell lines. Data was combined from 2 experiments. Mice were euthanized when tumor size reached 250 mm^2^. Significance was determined using the log-rank test. (**C**) Renilla luciferase bioluminescence in mice inoculated with 2 × 10^6^ M1 cells into the MFP or tail vein. Inoculation of E2 cells into the tail vein was used as a control. Figure C represents data collected from 4 mice. (**D**) Heat map of microarray analysis showing differences in E1, E2, M1 and M2 transcript expression.

We further investigated whether M1 cells colonize to form tumor. We injected 2 × 10^6^ M1 cells transduced to express Renilla luciferase into the MFP, and imaged mice over time. Figure 1C, (panel 1) shows luciferase signal emitted from M1 cells one day after tumor cell inoculation, but the biophotonic signal disappeared within 10 days. We next injected 2 × 10^6^ M1 or 2 × 10^6^ E2 cells (as a control) via tail vein, and two days later we observed no biophotonic signal in the lungs of mice injected with the M1 cells, however signal was present in the lungs of mice injected with E2 cells (Figure 1C, panel 2). We next performed microarray comparisons between the cell lines. 

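RNA of the 4 clonal cell lines was measured on Affymetrix mouse gene arrays, with 1 array for each of E1, E2, M1 and M2 and no repeat array of any line. All 4 lines came from a spontaneous mammary tumor of a Tg/neu mouse. The epithelial lines E1 and E2 were grown in RPMI with 20% serum. The mesenchymal-like lines M1 and M2 were grown in MEGM, a mammary epithelial growth medium, with 2% serum and with hydrocortisone, insulin, epidermal growth factor and bovine pituitary extract, so that cell type and medium cannot be told apart on these arrays. The authors' values are normalized log2 expression levels of 35556 probe sets, and the method of normalization is not named in the paper's text. The median level was 6.76 in E1, 6.75 in E2, 6.75 in M1 and 6.85 in M2, and the values were used without further scaling. The platform's annotation gave a gene symbol for 23410 probe sets, which were the ones tested. Differences between groups were tested with limma, with E1 and E2 against M1 and M2, and with M1 against the 3 lines that formed tumor. Nothing in the labels says that the lines were grown more than once, so the p-values measure the spread between these clones. Direct comparisons of M1 with M2 set a single array against another and carry no test. The number of arrays limits the precision of every value. The background level of the arrays is not known, so a fold is the ratio of the listed values and no estimate of the ratio of transcripts where the lower level is near background.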

The transcripts selected for the heat map had at least a 10-fold difference in expression in the M1 and M2 cells (Figure 1D). These transcripts were also reciprocally regulated in cells that formed tumor (E1, E2 and M2) and cells that did not form tumor (M1). 

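At least a 10-fold difference between M1 and M2 was found for 107 of 35556 probe sets, with 62 higher in M1 and 45 lower. Among those in which M1 lay outside the range of the other lines, the largest difference was in Igfbp7, a secreted binding protein of insulin-like growth factors, at 53.2-fold higher in M1 than in M2. The carboxylesterases Ces2e and Ces2g were 45.4-fold and 43.8-fold higher, the small heat shock protein Hspb1 39.7-fold and the amino acid transporter Slc38a1 34.6-fold. The serine protease inhibitor Serpinb10, the phosphatase-like protein Ptprn and the T cell costimulatory ligand Cd80 were 30.4-fold, 26.6-fold and 24.4-fold higher. In the other direction, Stac2 was 43.3-fold lower in M1, the actin-binding adaptor Baiap2l1 37.2-fold and the adenylosuccinate synthase Adssl1 36.0-fold. Trp53i11 and Nt5dc2 were 31.0-fold and 30.2-fold lower, and Lgr6, a receptor of the R-spondin family of Wnt agonists, 18.2-fold. Aebp1 was 28.6-fold lower, but at 6.95 in M1 it was close to E1 and E2, at 7.34 and 6.96, and M2 stood apart at 11.79. In a count chosen after the data were seen, the mean of E1 and E2 lay nearer to M2 for 65 of the 107 probe sets and nearer to M1 for 42. Of the 62 that were higher in M1, the epithelial lines lay nearer to M2 in 50, and of the 45 that were lower in M1, in 15. The lower level in these pairs was often low on the array scale, with Ces2e, Ces2g and Hspb1 at 5.65, 6.16 and 6.35 in M2, so that their order by fold is uncertain. When values below the median of the file were raised to that median, 58 probe sets were at least 10-fold apart.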

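In 81 of these probe sets, M1 lay above or below all of E1, E2 and M2, with 56 higher in M1 and 25 lower. B4galnt2, a glycosyltransferase, had a log2 level of 10.53 in M1 and 5.96, 6.03 and 6.07 in E1, E2 and M2. The fatty acid receptor Cd36 was at 9.10 in M1 and 4.44 ± 0.07 (SD, n = 3) in the lines that formed tumor, and the neurotrophin receptor Ntrk3 at 9.84 and 5.89 ± 0.09 (SD, n = 3). Stac2 went the other way, at 6.28 in M1 and 11.80 ± 0.09 (SD, n = 3) in the other lines, as did Baiap2l1, at 5.67 and 10.89 ± 0.08 (SD, n = 3). Some transcripts took an intermediate level in M2. The retinal dehydrogenase Aldh1a1 was at 12.57 in M1, 8.00 in M2, 5.61 in E1 and 5.83 in E2, and secernin Scrn1 at 5.84, 9.64, 12.01 and 12.09. Of the 59 probe sets in the heat map, M1 lay outside the range of the other lines in 59, and it was at least 10-fold from each of them in 44. Across all probe sets, 50 were at least 10-fold from every other line in M1, 28 in M2, 16 in E2 and 12 in E1. limma called 22 of 23410 probe sets different between M1 and the 3 other lines at an adjusted p under 0.05, with 20 higher and 2 lower, and 16 of the 56 heat map probe sets it tested were among them. As M1 has 1 array, these p-values rest on the spread of the other 3 lines, whose mean was below 6.78, the median of all values, in 18 of the 22. Without E1 or without E2 it called 0, with 873 and 865 at an unadjusted p under 0.05, and without M2, when M1 is compared with the epithelial lines alone and so across type and medium, it called 1879; restricted to the brighter probe sets it called 0, with 958 at an unadjusted p under 0.05.

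**Figure D1:**
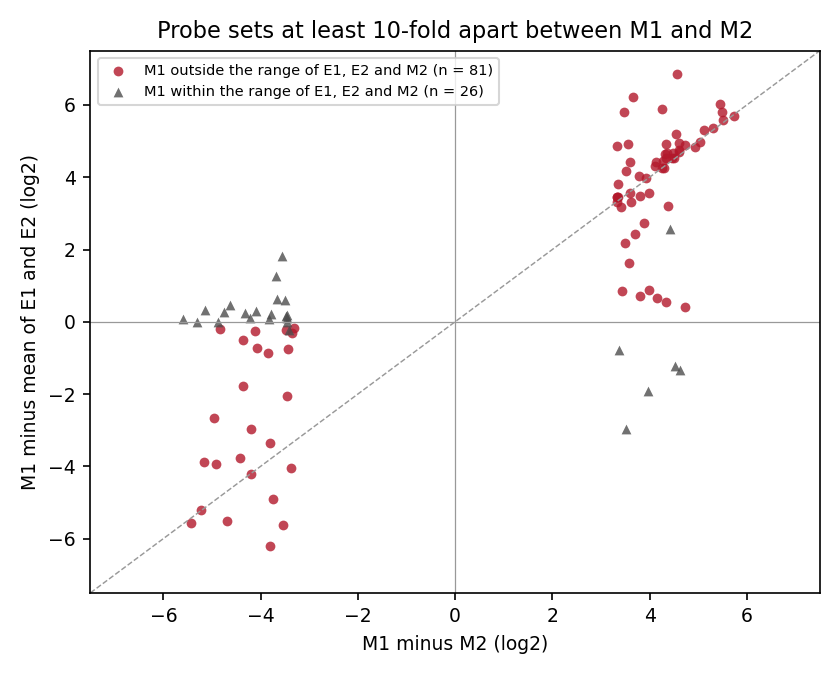
Each point is a probe set at least 10-fold apart between M1 and M2, with the log2 difference of M1 from M2 on the horizontal axis and from the mean of E1 and E2 on the vertical axis. Circles are the 81 probe sets in which M1 lay outside the range of the other lines and triangles the 26 in which it did not; on the dashed line M2 equals the epithelial mean.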

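Over all 23410 probe sets with a gene symbol, M2 lay nearer to M1 than to the epithelial lines, with a root mean square log2 difference of 0.57 from M1, 0.88 from E1 and 0.90 from E2, while E1 and E2 were 0.39 apart. On the 81 probe sets that meet both criteria of the heat map, M2 was at 4.22 from M1, 1.83 from E1 and 1.75 from E2, an order that the criteria themselves favour because they select a large distance between M1 and M2. Across genes, which are not independent replicates, Pearson's r was 0.974 between M1 and M2 and 0.938 and 0.936 between M2 and the epithelial lines. M2 shared with M1 a level of epithelial junction and identity genes below that of E1 and E2. Some of these genes were still at high levels in both M1 and M2. Of 32 such genes, 23 were higher in E1 and E2 than in M1 and M2 by limma and 0 were lower (31 higher when adjusted over the list alone). Epcam, a surface adhesion protein, was at 12.70 and 12.76 in E1 and E2, 5.77 in M1 and 5.46 in M2, and the protease inhibitor Spint1 at 13.06, 13.14, 6.81 and 7.13. The median difference of the list between the types was 4.21 on the log2 scale (camera adjusted p = 2.3e-36, and adjusted p = 0.231 with an estimated correlation). Its median difference between M1 and M2 was -0.06. Without E1 or without E2, limma called 0 probe sets between the types, with 2579 and 2651 at an unadjusted p under 0.05.

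**Figure D2:**
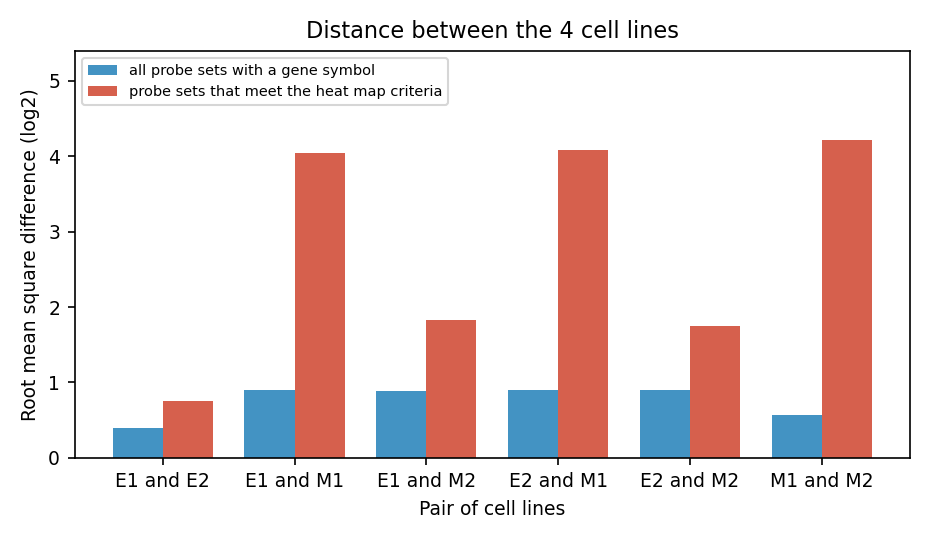
Bars give the root mean square log2 difference for each of the 6 pairs of cell lines, over all probe sets with a gene symbol and over those that meet the heat map criteria, which were selected on these same arrays. M1 and M2 are 0.57 apart over all probe sets and 4.22 apart on the selected ones.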

Taken together, these data suggest that E1, E2 and M2 cells share similarity in transcript expression that may contribute to their tumorigenic potential.

### E and M cells are clonally derived from primary mammary tumor

To confirm the origin of E and M cells, we stained them with a rat-specific anti-neu antibody and analyzed membrane neu protein expression by flow cytometry. There was 96–100% expression of rat neu (blue histogram as compared to the red isotype control histogram) in the E and M cell lines providing evidence that the cells were tumor-derived (Figure 2A). The mean fluorescence intensity of neu was lower in the M cell lines as compared to the E cell lines, which is consistent with the method by which these cell types were originally separated (Figure 2B, panel 1). Membrane rat neu protein was not expressed on cells harvested from the spleens, livers and lungs of naive Tg/neu mice. We also investigated rat neu transcript expression using cDNA produced from each of the tumor cell lines, as well as lung, liver and spleen cells (harvested from naïve Tg/neu mice). cDNA was amplified by qPCR using a rat-specific neu PCR primer pair, which showed increased expression of rat neu as compared to liver, lung and spleen (Figure 2B, panel 2). These data collectively show that the E and M cells are tumor-derived.

**Figure 2:**
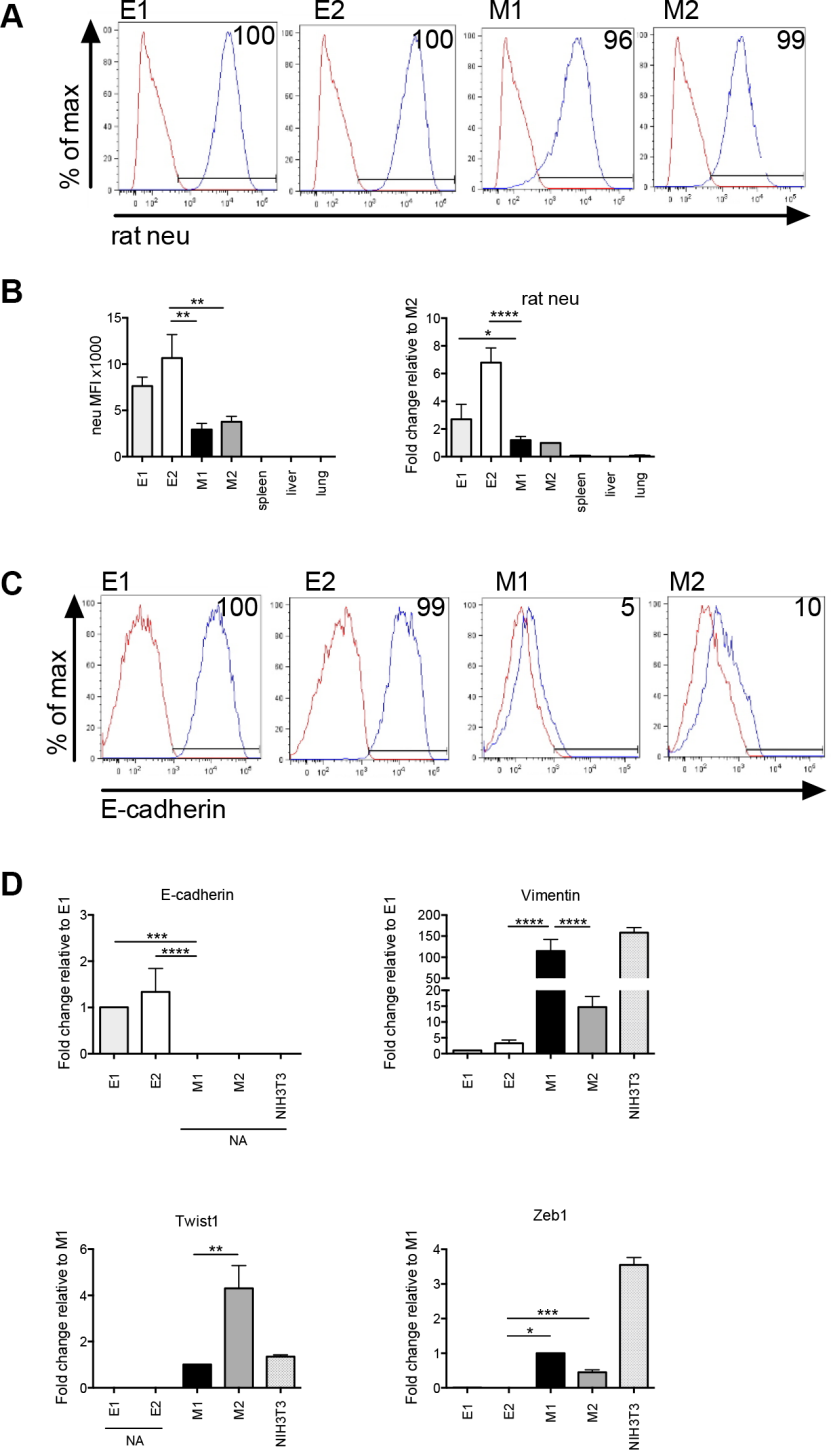
Epithelial and mesenchymal-like clonal cell lines are tumor-derived (**A**) Flow cytometry histograms showing membrane rat neu protein expression. Red histogram = isotype control and blue histogram = neu expression. (**B**) Flow cytometric mean fluorescence intensity (MFI) values of membrane rat neu protein expression (panel 1). The MFI value was obtained by subtracting the MFI of the isotype control from the experimental value. Real-time quantitative PCR (qPCR) of cell line or tissue cDNA using rat neu specific primers (panel 2). For flow cytometry and qPCR, error bars represent repeats of 3 separate experiments. (**C**) Flow cytometric analysis of membrane E-cadherin protein expression. Red histogram = isotype control and blue histogram = E-cadherin expression. (**D**) qPCR showing relative differences in transcript expression of the epithelial marker, E-cadherin, and mesenchymal markers, vimentin, Zeb1 and Twist1 in E1, E2, M1 and M2 cell lines. NIH3T3 cells were analyzed as a mesenchymal cell line control. NA = no amplification signal. Error bars represent the average ΔΔCq from triplicate wells in 3 separate experiments. Statistical analysis was done using ordinary one-way ANOVA with a Tukey multiple comparison test. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001.

Additional characterization for the E and M cells was performed to determine whether they were epithelial or mesenchymal-like. Molecular analysis of markers that define epithelial (E-cadherin) and mesenchymal cells (vimentin, Zeb1 and Twist1) was conducted. Membrane E-cadherin protein expression was measured by flow cytometry. Greater than 90% of E1 and E2 cells expressed E-cadherin (blue histogram as compared to the red isotype control histogram), whereas less than 10% of M1 or M2 cells expressed membrane E-cadherin (Figure 2C). Transcript expression of epithelial or mesenchymal associated genes in the clonal cell lines was determined for E-cadherin, vimentin, Zeb1 and Twist1. There was an increase in expression of E-cadherin transcript in the E cell lines compared to M cells (Figure 2D). Likewise, vimentin, Zeb1 and Twist1 transcript expression were increased in M cells as compared to E cells. cDNA from NIH3T3 cells was amplified as a mesenchymal cell control. Taken together, these data suggest that the E cells are epithelial and the M cells are mesenchymal-like.

### EMT occurs within 10 days in orthotopically implanted clonal epithelial tumor cells

EMT and MET are two fundamental processes that contribute to tumor progression as reviewed in [32]. We first evaluated EMT events in E cells. To investigate whether E cells undergo mesenchymal changes during tumor growth, E2 cells were transduced with virus expressing Renilla luciferase under the control of the vimentin promoter (referred to as E-vim cells) (Figure 3A). Vimentin is a well-established marker of mesenchymal transition [32]. Therefore, luciferase expression in E-vim cells over time would indicate an EMT transitioning process occurring at the primary tumor site. 2 × 10^6^ E-vim cells were implanted orthotopically into the MFP, and mice were imaged to detect bioluminescence as an indicator of Renilla luciferase activity. Initially, following inoculation of E-vim tumor cells, the biophotonic signal was not detected at the MFP tumor site (Figure 3B). As early as 10 days post tumor inoculation, the bioluminescent Renilla luciferase signal appeared and the signal intensified over time. This data suggests that E-vim cells have turned on vimentin transcription at 10 days implying that they are transitioning to a mesenchymal state *in vivo*.

**Figure 3:**
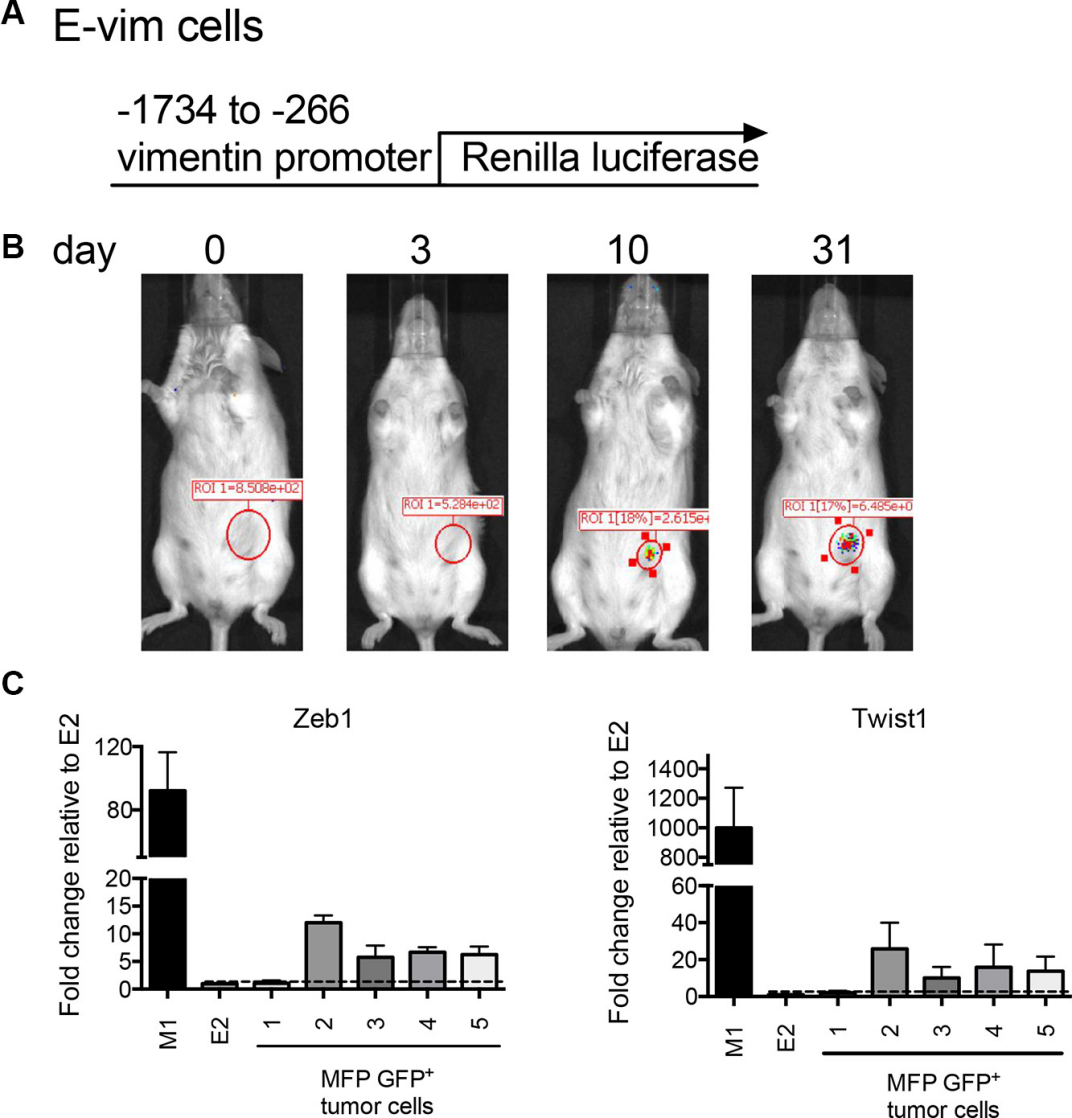
Orthotopically implanted clonal epithelial tumor cells upregulate mesenchymal gene expression over time (**A**) The lentiviral construct used to transduce E2 cells to produce E-vim cells. (**B**) Images show Renilla luciferase bioluminescence on days 0, 3, 10 and 31 following inoculation of 2 × 10^6^ E-vim cells into the MFP. The figure is representative of data obtained from 4 mice. (**C**) Transcript expression of Zeb1 and Twist1 in flow cytometry sorted E2 GFP^+^ tumor cells harvested from the MFP. Five mice were inoculated into the MFP with either 2 × 106 E2 (tumors 2, 3 and 4) or 1 × 10^6^ E2 cells plus 1 × 10^6^ M1 cells (tumors 1 and 5). Tumors were harvested (~200 days after tumor cell inoculation) from moribund mice when tumor size reached 250 mm^2^. Transcript expression is relative to the parental E2 cell line (dotted line).

To investigate whether mesenchymal transcription factors are induced in orthotopically implanted E2 tumor cells, and whether M cells influenced E cell EMT transition, we injected the MFP with either 2 × 10^6^ E2 cells expressing GFP (tumors 2, 3 and 4) or 1 × 10^6^ GFP^+^ E2 cells along with 1 × 10^6^ M1 cells (tumors 1 and 5). MFP tumors from 5 mice were harvested when they reached ~250 mm^2^. GFP^+^ cells were sorted by flow cytometry to recover a purified population of E2 tumor cells. Zeb1 and Twist1 transcript expression in the recovered tumor cells was determined by cDNA qPCR (Figure 3C). In 4 of 5 recovered tumors, there was an increase in Zeb1 and Twist1 transcript in GFP^+^ sorted cells as compared to the parental E2 cell line (Figure 3C dotted line). There was no difference in Zeb1 or Twist1 expression in the recovered E2 tumor cells when mesenchymal-like M1 cells were included in the initial tumor cell inoculum. Along with our *in vivo* analysis, these data collectively suggest that mesenchymal gene transcription induction is an early event in E2 cells at the orthotopic primary tumor site, and already established mesenchymal cells have little effect on this transition process.

We next investigated loss of E-cadherin expression, a hallmark of EMT in primary tumors. Mice were inoculated with 2 × 10^6^ E2 tumor cells into the MFP and tumors were investigated for membrane E-cadherin expression over time. Tumors harvested at 50 mm^2^ (23 days post tumor inoculation), and 100 mm^2^ (61 days post tumor inoculation) showed progressive decrease in E-cadherin expression (Figures 4A and 4B). E-cadherin expression shown in Figure 4A was analyzed from neu^+^ gated tumor cells (as shown in Figure 4C) to ensure tumor cell specificity. Large MFP tumors at 250 mm^2^ (2 × 10^6^ GFP^+^ E2 cells or 1 × 10^6^ GFP^+^ E2 cells mixed with 1 × 10^6^ non-tumorigenic M1 cells) harvested from moribund mice were also analyzed for E-cadherin expression. The membrane E-cadherin expression was analyzed on flow cytometry sorted GFP^+^ E2 cells (Figure 4D). Regardless of whether only E2 cells were inoculated (tumors 1 and 2) or E2 cells were combined with M1 cells (tumors 3 and 4) the E2 GFP^+^ cells recovered from the orthotopic tumor had similarly reduced membrane E-cadherin protein expression when compared to the parental E2 cell line. Collectively, these data suggest that clonal epithelial tumor cells growing at the orthotopic site are undergoing transition into a mesenchymal state irrespective of their proximity to established mesenchymal cells.

**Figure 4:**
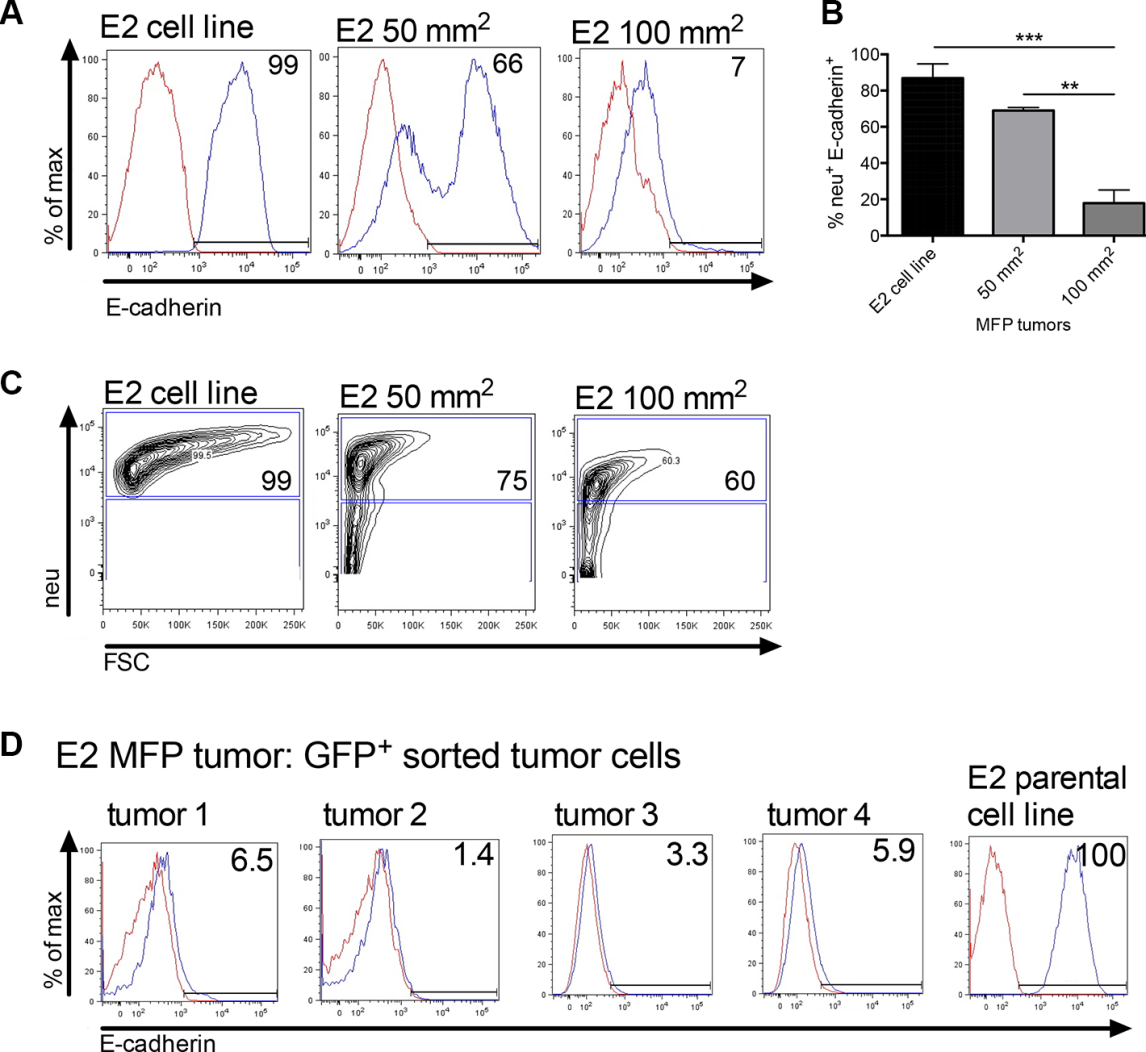
Orthotopically implanted clonal epithelial tumor cells lose E-cadherin expression over time (**A**) A flow cytometric representation of membrane E-cadherin expression in neu^+^ gated E2 tumor cells harvested from MFP tumors at 50 mm^2^ (*n* = 3, day 23) and 100 mm^2^ in size (*n* = 5, day 61). E2 is the parental cell line control. (**B**) Graph of combined flow cytometric data shown in A. Statistical analysis was done using ordinary one-way ANOVA with a Tukey multiple comparison test. **p ≤ 0.01, and ***p ≤ 0.001. (**C**) Flow cytometry showing the neu^+^ cell gate from which cells in A were analyzed. (**D**) Membrane E-cadherin expression on E2 GFP^+^ sorted cells harvested from MFP tumors (~250 mm^2^, day ~200). Mice were inoculated with 2 × 10^6^ GFP^+^ E2 cells (tumors 1 and 2) or a mix of 1 × 10^6^ GFP^+^ E2 and 1 × 10^6^ M1 tumor cells (tumors 3 and 4). MFP = mammary fat pad.

### E2 cells metastasize and membrane E-cadherin is re-expressed at the metastatic site

We next investigated whether the E2 cells that underwent metastasis showed changes in E-cadherin expression at the metastatic site. Mice injected with 2 × 10^6^ E2 or 1 × 10^6^ E2 mixed with 1 × 10^6^ M1 cells into the MFP (same mice as in Figure 4) were analyzed for metastasis of E2 cells. In addition to the primary tumors, the spleens, livers and lungs were harvested and imaged for bioluminescence. The bioluminescent signal in Figure 5A is a representation of firefly luciferase activity detected from E2 cell metastases in the liver, lung and spleen. For mice inoculated with E2 cells, organ metastasis was detected in 13 of 16 mice. For mice that received E2 cells mixed with M1 cells, organ metastasis was detected in 12 of 15 mice. These data show no impact on E2 metastasis when epithelial tumor cells were mixed with non-tumorigenic mesenchymal cells in the initial tumor cell inoculum. E-cadherin protein expression was analyzed by flow cytometry on GFP^+^ gated tumor cells derived from the organ metastases (Figure 5B). The E-cadherin membrane expression was higher in the E2 cells recovered from the metastases as compared to the E2 cells harvested from the corresponding MFP primary tumor (Figure 5C). Since the tumor cells were clonal, the loss of E-cadherin expression in cells in the MFP and a gain in E-cadherin expression at the corresponding metastases shows direct *in vivo* evidence of EMT and MET.

**Figure 5:**
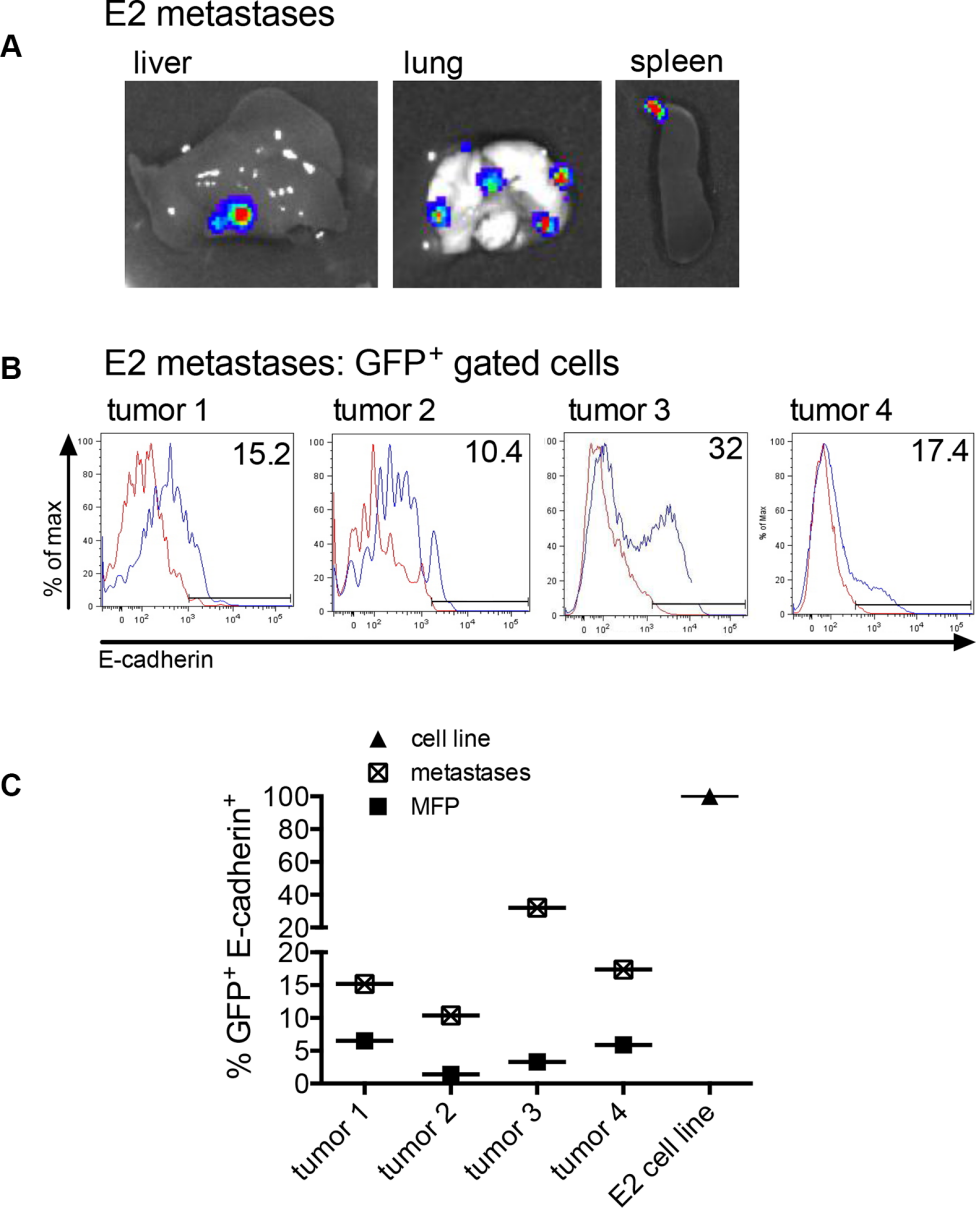
Metastasized clonal epithelial tumor cells re-express E-cadherin (**A**) A representation of firefly luciferase bioluminescent signal in organs of mice injected into the MFP with 2 × 10^6^ GFP^+^ E2 cells expressing firefly luciferase or 1 × 10^6^ GFP^+^ E2 cells expressing firefly luciferase mixed with 1 × 10^6^ M1 cells. (**B**) Membrane E-cadherin expression on GFP^+^ flow cytometry-gated cells recovered from metastatic organs. (**C**) The graph showing the difference in E-cadherin expression in E2 cells harvested from the MFP (shown in Figure 4D) and E2 cells harvested from the corresponding metastasis (Figure 5B). E2 is the parental cell line control.

### E-cadherin expression in M1 cells does not rescue tumor formation at the orthotopic site

Since E-cadherin was re-expressed in colonized metastatic tumor cells, we were interested to test whether E-cadherin expression in M1 cells would rescue the ability of these cells to form tumor. M1 cells stably expressing E-cadherin (Figure 6A) and Renilla luciferase were inoculated into the mammary fat pad and followed for tumor progression using biophotonic imaging. Tumor cells were present in the mammary fat pad immediately after inoculation (Figure 6B, day 0). By day 27, the luciferase signal disappeared. These data show that E-cadherin expressing M1 cells do not persist to form tumor in the mammary fat pad.

**Figure 6:**
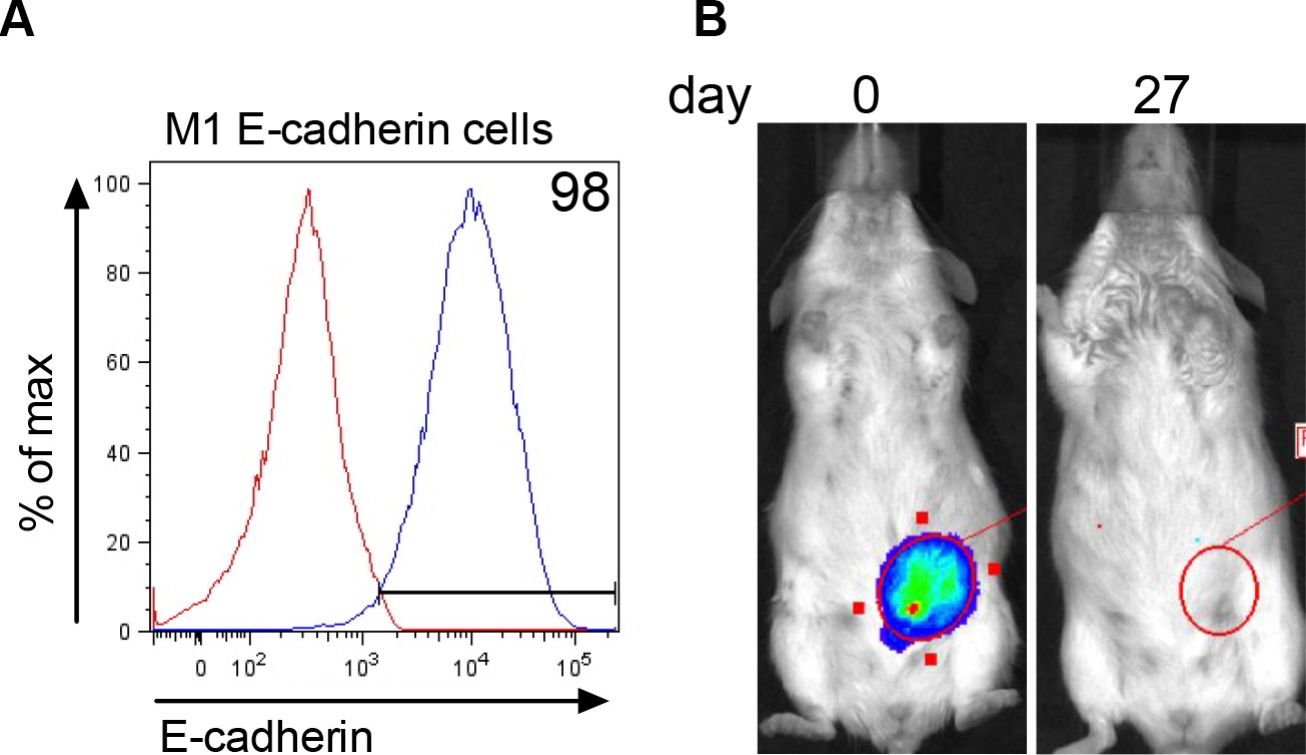
E-cadherin expression in M1 cells does not rescue tumorigenesis (**A**) Stable expression of E-cadherin in M1 cells transfected with Addgene plasmid #18804 expressing murine E-cadherin. Red line = E-cadherin expression in parental M1 cell line and blue line = membrane E-cadherin expression in transfected M1 cells. (**B**) Renilla luciferase bioluminescent signal in the MFP immediately (day 0) after injection of 2 × 10^6^ M1 cells expressing E-cadherin and 27 days later. The figure represents data obtained from 9 mice.

## DISCUSSION

To our knowledge, these data are the first to show *in vivo* evidence of both EMT and MET by tracking and analyzing clonal tumor cells in the primary orthotopic tumor site and the corresponding metastatic site. In this study, we show EMT changes, including loss of E-cadherin membrane expression, in clonal epithelial breast tumor cells growing at the primary orthotopic site. *In vivo* evidence of MET is shown by re-expression of E-cadherin in metastasized cells.

The ability to clone two epithelial and two mesenchymal-like cell lines from the same spontaneous tumor speaks to the heterogeneity of the tumor cell populations, a fact that is increasingly appreciated in the literature [32, 33]. E-cadherin has been implicated as a regulator of tumor cell colonization [9, 13, 14, 31, 32, 34–41]. In prostate cancer, knockdown of E-cadherin in PC-3/Mc cells reduced their ability to form spheroids and colonize in the lung [31]. Likewise, overexpression of E-cadherin in mesenchymal-like prostate cancer PC-3/S cells rescued the ability of these cells to form spheroids. However, whether E-cadherin expression is required for tumor cell colonization remains to be determined. In our study one of the mesenchymal cell lines (M2) colonizes to form tumor, while the other mesenchymal cell line (M1) does not. Both cell lines have low E-cadherin expression. In our model, stable expression of E-cadherin in the non-tumorigenic M1 cells did not rescue the ability to colonize tumor (Figures 6A and 6B). Interestingly, human xenografted cancer cells that lacked E-cadherin were also able to colonize to form metastastic lesions [23]. These data suggest that factors other than E-cadherin are required for tumor cell colonization. It is possible the E-cadherin expression is not causal, but a marker of events. Other causal candidate genes that may play a role in tumor cell colonization in low E-cadherin expressing cells will need to be identified and tested.

It is possible that M1 cells have a transcriptome that does not allow for tumor cell colonization and growth. Support for this hypothesis comes from the microarray data shown in Figure 1D. 

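Some gene groups had levels in M1 away from the mean of E1, E2 and M2, by a test that holds at a preset correlation alone. By the medians, M2 shared part of the difference for proliferation, aldehyde metabolism and ErbB signaling. For p53 targets and glycolysis, M1 was farther from M2 than from the mean of E1, E2 and M2. Of 17 p53 target genes, 16 had a higher level in M1 than this mean, with a median log2 difference of 0.61, and the median between M1 and M2 was 0.75. Fas, a death receptor, was at 9.13 in M1 and between 6.18 and 6.49 in E1, E2 and M2, and Trp53inp1 at 11.62 and between 10.37 and 10.47. M2 shared the rise of other members. Eda2r, with the largest difference of the list, was at 10.37 in M1, 9.08 in M2, 5.25 in E1 and 5.20 in E2. Sesn1 was at 9.78, 9.25, 8.30 and 8.45 in the same order. All 30 proliferation genes measured were above the mean of the other lines in M1, with a median of 0.61, but 8 of them were lower in M1 than in M2, and the median between M1 and M2 was 0.27. The replication helicase subunit Mcm4 was at 10.81 in M1 and 9.89 in M2, and cyclin Ccnb2 at 12.36 and 12.52. Aldehyde and xenobiotic metabolism genes had a median of 1.05 against the other lines and 0.21 between M1 and M2. Aldh1a7, Akr1c14 and the glutathione transferase Gsta3 had log2 differences of 4.46, 4.60 and 4.37, while Aldh3a1 was at 11.24 in M1 and 11.75 in M2, and Akr1b8 at 8.23 and 10.33. ErbB and EGF signaling genes had a median of -0.81, and -0.40 between M1 and M2, with Erbb3 at 8.73 in M1 and 8.92 in M2 and the receptor Egfr at 9.54 and 6.11. Glycolysis and hypoxia genes had a median of -0.27, and -0.67 between M1 and M2. The proliferation, aldehyde and ErbB lists were also called by camera between the 2 types (medians of -0.58, -1.33 and 0.78, epithelial minus mesenchymal-like, adjusted p = 6.6e-06, 2.5e-05 and 0.00317, and adjusted p = 0.656, 0.456 and 0.507 with an estimated correlation), the ErbB list not without M1 (adjusted p = 0.0725). For M1 against the other lines, camera called 12 of 27 lists, with an adjusted p = 3.3e-07 for proliferation, 1.8e-06 for aldehyde metabolism, 3.5e-06 for p53 targets, 0.00303 for ErbB signaling and 0.00769 for glycolysis, which was not called without M2 (adjusted p = 0.320). The call also covered lists that follow cell type and medium, since 2 of the 3 other lines are epithelial and grew in the other medium: epithelial junction and identity (median -2.71, adjusted p = 8.0e-06), luminal epithelium (0.0341), glucocorticoid targets (0.0347) and cholesterol synthesis (0.00425). The remaining calls were the fibroblast, angiopoietin and complement lists. Without E1 the glucocorticoid, fibroblast, angiopoietin and complement calls were lost, and without E2 the luminal and angiopoietin calls. With an estimated correlation camera called 0 lists (adjusted p = 0.648 for each of the 12), and fry called 0. That form of camera also missed the epithelial junction list between the types (adjusted p = 0.231), where 30 of 32 genes were at least 2-fold higher. A miss by it therefore does not count against a list. limma called 0 single members of the p53, proliferation, aldehyde, ErbB and glycolysis lists over all genes; adjusted over the list alone, it called 4 aldehyde and 2 p53 genes higher, 1 ErbB and 1 glycolysis gene lower and 0 proliferation genes. The paper considers it possible that the transcriptome of M1 does not permit colonization and growth. It cites the heat map, which relates transcript levels to tumor formation in these lines, in support of this hypothesis.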

The heat map provides information that correlates gene expression with differences in tumorigenic potential. The transcripts in the heat map fulfill two criteria. There is at least a 10-fold difference in expression between the two mesenchymal-like cell lines (M1 and M2), and the transcripts are reciprocally regulated in cells that do and do not colonize to form tumor. It is intriguing that transcript expression is similar in all the tumorigenic cell lines regardless whether they are epithelial (with high E-cadherin expression) or mesenchymal-like (with low E-cadherin expression). 

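The levels of E1, E2 and M2 lay within 2-fold of each other for 39 of the 59 heat map probe sets and were at least 4-fold apart for 8. Of the 39, 33 were high in M1 and 6 low. The guanine nucleotide exchange factor Dock8, low in M1, was at 11.18, 11.68 and 10.75 in E1, E2 and M2, and the kappa opioid receptor Oprk1, high in M1, at 4.41, 4.56 and 4.47. Srgn, a proteoglycan of secretory granules, was at 4.90 and 4.92 in the epithelial lines and 7.46 in M2, and the ion exchanger Slc24a3 at 5.81, 5.80 and 8.13. Among transcripts low in M1, Trp53i11 was at 9.63 in E1, 11.39 in E2 and 12.81 in M2, and Mboat2, an acyltransferase, at 10.43, 10.52 and 8.39. The median distance of M1 from the mean of the 3 lines was 4.32 on the log2 scale. For 37 of the 44 transcripts high in M1 and 0 of the 15 low in M1, that mean was below the median of all values, 6.78, and the background level of the array is not known, so that an even low level there does not show equal expression. The 10-fold criterion sets no limit on the spread among E1, E2 and M2, but the transcripts were selected on these same arrays, and the bounds of 2-fold and 4-fold were chosen after the data were seen.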

While any of the genes shown in Figure 1D may play a role in tumor cell growth, there are several that are of particular interest. 

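Decorin (Dcn), a small proteoglycan of the extracellular matrix, had a log2 level of 10.08 in M1 and 5.62 ± 0.13 (SD, n = 3) in E1, E2 and M2. Follistatin (Fst), which binds activin, was at 10.03 in M1 and 6.63 ± 0.28 (SD, n = 3) in the others. Igfbp7 was at 12.76 in M1 and 7.04 ± 0.02 (SD, n = 3), the most even of the 3 genes among the lines that formed tumor. The log2 difference of M1 from those lines was 4.46 for Dcn (standard error 0.16, limma adjusted p = 0.0476) and 5.72 for Igfbp7 (standard error 0.11, limma adjusted p = 0.0338). For Fst it was 3.40 (standard error 0.27, limma adjusted p = 0.143), which does not pass. Pdgfrb, the receptor of platelet-derived growth factor B, was at 9.51 in M1 and 5.93 ± 0.09 (SD, n = 3) in the others, and passed (limma adjusted p = 0.0498). Of 21 matrix proteoglycan genes, 1 was higher in M1 by limma and 0 were lower (4 higher when adjusted over the list alone). Osteoglycin (Ogn) was at 10.28 in M1 and 6.02 in M2, and Prelp at 11.54 and 7.96, with Prelp at 10.22 in E1 and 9.62 in E2. Of 14 genes of the insulin-like growth factor axis, Igfbp7 passed (3 higher and 1 lower when adjusted over the list alone), and the receptor Igf2r was at 9.06 in M1 and 11.17 in M2. camera called neither list (adjusted p = 0.0569 and 0.0995), but called the proteoglycan list higher in M1 with quantile normalization (0.0388). Without rescaling it had an adjusted p = 0.648 with an estimated correlation. Without M2 (0.00285) the comparison is with the epithelial lines alone, across type and medium. The limma calls of Dcn, Igfbp7 and Pdgfrb were lost without E1 and without E2, as were all other limma calls of M1. The spread then rests on an epithelial line and M2 alone, so the loss says nothing about these genes in particular. Dcn and Pdgfrb were at low levels in all 3 lines whose spread the full test rests on.

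**Figure D3:**
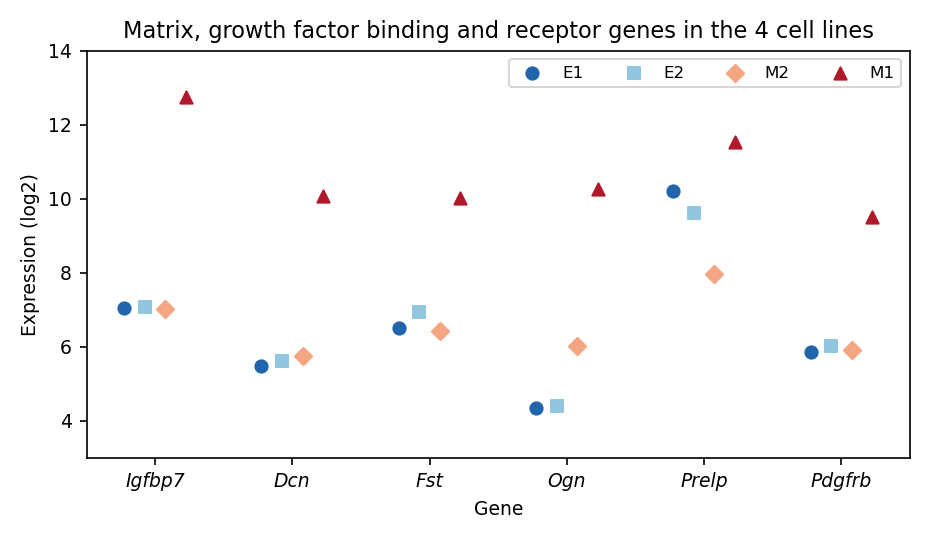
Points give the log2 expression of 6 genes in each cell line, 1 array per line. M1 is the highest line for each gene, and the other 3 lines lie within 0.04 of each other for Igfbp7 and 2.25 for Prelp.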

Decorin, follistatin and insulin-like growth factor binding protein 7 are proteins with upregulated expression in the non-tumorigenic cell line as compared to the tumorigenic cell lines. Decorin (Dcn) is an extracelluar matrix proteoglycan regarded as a tumor suppressor through its role in inhibiting tumor development as reviewed in [42]. Decorin inhibits molecules that enhance cancer growth and progression including TGF-β, receptor tyrosine kinases, platelet-derived growth factor, lipoprotein receptor-related protein-1 (LRP-1, a connective tissue growth factor), thrombospondin and Wnt-1-induced secreted protein 1. Follistatin (Fst) is an extracellular glycoprotein that negatively regulates activin (a TGF-β family member) and suppresses cell proliferation [43]. Follistatin has been show to suppress tumor growth by inducing cancer cell apoptosis [44]. Expression of insulin-like growth factor binding protein 7 (Igfbp-7) in melanoma cells was shown to inhibit cell growth due to apoptosis [45]. Equally intriguing is the upregulated expression of angiopoietin-like protein-1 (Angptl1) and angiopoietin-like protein-2 (Angptl2) in non-tumorigenic and tumorigenic cells, respectively. 

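Angptl1 had a low and even level in all lines, at 5.04 in E1, 4.98 in E2, 4.92 in M1 and 4.90 in M2. Its log2 difference between M1 and the 3 lines that formed tumor was -0.05 (standard error 0.13, limma adjusted p = 0.969), and its sign changed with quantile normalization. Angpt1, a ligand of the receptor Tek on endothelial cells, was at 8.89 in M1 and at 4.20, 4.32 and 4.58 in E1, E2 and M2, 19.9-fold higher in M1 than in M2. Its log2 difference was 4.53 (standard error 0.20, limma adjusted p = 0.0504), and it passed with quantile normalization (0.0413) and with each array centred on its median (0.0377). Angptl4, a secreted regulator of lipoprotein lipase, was at 6.67 in M1 and 6.02 in M2. Of 9 angiopoietin family genes measured, 0 were called by limma over all genes (2 higher when adjusted over the list alone, and 1640 of all probe sets at an unadjusted p under 0.05). camera called the list higher in M1 (adjusted p = 0.0456, and adjusted p = 0.648 with an estimated correlation), but not without E1 (0.109) or without E2 (0.0706), while its median was -0.00, so that the test and the median differ in sign.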

Angptl1 (also referred to as angioarrestin) has been shown to reduce cell adhesion [46] and inhibit tumor cell growth *in vivo* [47, 48]. Tumors that are derived from cells genetically induced to overexpress Angptl1 are smaller than those produced by control cells. Angptl2 is a mediator chronic inflammation, increased oxidative stress and tumor progression [49–51]. Angptl2 may promote tumorigenesis through reactive oxygen induced inactivation of tumor suppressor phosphatases (PTEN and shp2) [52] as well as p53 and IKB-α tumor suppressor genes [49]. Understanding the mechanistic role(s) that these genes (and others listed in Figure 1D) have in promoting or inhibiting tumor growth is paramount to the understanding of tumor cell colonization and metastasis.

It is possible that epithelial carcinoma tumor cells with high metastatic potential respond to environmental cues resulting in transient rounds of EMT and MET [32]. This cellular plasticity would allow for both motility and colonization depending on the state of differentiation. It is known that EMT can be induced in tumor cell lines by external factors. Some of these include transforming growth factor beta (TGF-β), [1], hepatocyte growth factor (HGF) [2], epidermal growth factors (EGF) [3], insulin-like growth factors (IGF) [4], and fibroblastic growth factor (FGF) [5, 7]. There is also evidence that mesenchymal cell-derived factors induce EMT. Cooperation between mesenchymal-like tumor cells and epithelial tumor cells facilitated local invasiveness of epithelial tumor cells. When non-invasive PC-3/Mc prostate cancer cells were co-cultured with invasive mesenchymal-like PC-3/S cells or NIH3T3 fibroblasts, the PC-3/Mc cells became invasive [31]. In the current study we tested whether non-tumorigenic mesenchymal cells impacted EMT and metastasis of E2 cells by adding M1 cells to the E2 orthotopic tumor inoculum. There were no detectable differences in EMT in the E2 orthotopic tumors or the incidence of metastasis. It is possible there was no influence because M1 cells did not persist *in vivo* as they were not detected in the MFP as early as 10 days following tumor cell inoculation (Figure 1C). Identifying the cells and/or factors in the tumor microenvironment that facilitate EMT and MET in this model system is an important area of future study.

In summary, by tracking changes in E-cadherin expression using a unique system of clonal tumor cells our data shows direct *in vivo* evidence of mesenchymal transitioning (EMT) occurring in the primary orthotopic site for epithelial cells, and lack of influence of mesenchymal cells to this process. We also show re-expression of E-cadherin in epithelial cells (MET) at the distant metastatic site. Finally, in our model, E-cadherin expression in the non-tumorigenic M1 cells was not sufficient to restore tumor cell colonization. Collectively, our data shows a dynamic plasticity of EMT and MET in murine breast carcinoma tumor cells. Understanding the mechanisms that influence the differentiation state of carcinoma tumor cells is a goal for future research.

## MATERIALS AND METHODS

### Mice

Female FVB/N Tg (MMTV/neu) 202MUL/J (referred to as Tg/neu) mice were purchased from the Jackson Laboratory (Bar Harbor, ME) and housed in the Biomedical Resource Center at the Medical College of Wisconsin. Primary clonal syngeneic murine mammary tumor cells (5 × 10^4^ or 2 × 10^6^) suspended in phosphate buffered saline (PBS) were injected into the “D” mammary fat pad (MFP) to produce orthotopic mammary tumors and subsequent metastases. Tumor cells (2 × 10^6^) suspended in PBS were also injected via the tail vein to determine the ability of tumor cells to colonize the lung. Routine caliper measurements and biophotonic imaging were used to determine tumor growth. When tumors exceeded 250 mm^2^, mice were considered moribund and euthanized. All experiments were approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee (IACUC).

### Mouse tumor primary cell lines

To produce primary mammary tumor cell lines, a spontaneous mammary tumor was harvested from a female Tg/neu mouse. The tumor was processed to generate a single cell suspension by compression through a 1.0 mm pore mesh screen. To subfractionate the isolated mammary epithelial tumor cells into epithelial and mesenchymal compartments, cells were stained with a fluorescein isothiocyanate (FITC)-conjugated CD24 specific monoclonal antibody (clone M1/69, eBioscience, San Diego, CA), a mouse anti-c-ErbB2/c-neu monoclonal antibody (Clone 7.16.4, Calbiochem-EMD Chemicals, Gibbstown, NJ) plus a phycoerythrin (PE)-conjugated goat anti-mouse secondary antibody (Jackson ImmunoResearch, West Grove, PA), and then sorted by flow cytometry based on neu and CD24 expression using a FACSAria III flow cytometer and FACSDiva software (Becton-Dickinson, Franklin Lakes, NJ). Sorted epithelial tumor cells with high CD24 and high neu expression were cultured in RPMI supplemented with 20% fetal bovine serum (FBS), 12 mM HEPES buffer, 2 mM L-glutamine, 10 μM non-essential amino acids, 1 mM sodium pyruvate, 100 μg/ml streptomycin and 100 U/ml penicillin. Mesenchymal-like tumor cells with low CD24 and low neu expression were cultured in MEGM^®^ (Lonza, Switzerland) supplemented with 2% FBS and proprietary concentrations of bovine pituitary extract, epidermal growth factor, insulin, hydrocortisone, gentamycin, and amphotericin [7]. Cells were cultured by limiting dilution to produce two epithelial (E1 and E2) and two mesenchymal-like clonal cell lines (M1 and M2). To produce a clonal epithelial cell line expressing firefly luciferase and emerald green fluorescent protein (GFP), the E2 cell line was transfected by nucleofection with pcDNA3.1/Hygro^−^ (Thermo Fisher Scientific,) encoding firefly luciferase and transduced with virus derived from pLenti6.4/Promoter/MSGW/EmGFP vector (Thermo Fisher Scientific). The E2 cell line expressing firefly luciferase and GFP was selected by culturing the cells in 200 μg/ml hygromycin and 3 μg/ml blasticidin. To produce mesenchymal-like cell lines expressing Renilla luciferase and mCherry, clonal M cells were transduced with virus derived from pLVX-mCherry-N1 (Clontech) encoding Renilla luciferase. Transduced cells were selected by culture in 2 μg/ml puromycin. To produce an epithelial cell line encoding Renilla luciferase under the control of the murine vimentin promoter (E-vim), the lentiviral vector cytomegalovirus (CMV) promoter region of the Renilla luciferase pLVX-mCherry-N1 vector was replaced with nucleotides −271 to −1518 of the mouse vimentin promoter region. The CMV promoter region was removed by restriction digest with ClaI and XhoI. The mouse vimentin promoter was amplified from M1 cDNA using primers: forward 5′ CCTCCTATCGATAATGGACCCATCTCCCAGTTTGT 3′ and reverse 5′ CCTCCTGTCGACCAGTGCG CTGCCCAGAC 3′. The PCR product was digested with ClaI and XhoI and ligated to the ClaI, XhoI digested vector. Clonal E2 cells were transduced with virus produced from this vector and selected in culture with 2 μg/ml puromycin. To express E-cadherin in the non-tumorigenic M1 cell line, cells were transfected with the Addgene pWZL Blast mouse E-cadherin (Plasmid #18804) [14]. Transfected cells expressing E-cadherin were selected in 3 μg/ml blasticidin.

### Microscopy

For bright field microscopy, cells were imaged using a 10× objective (Zeiss) on a Zeiss Axiovert 200 M microscope. Images were analyzed using AxioVision rel 4.8 (Zeiss) software.

### Flow cytometry

Neu expression was determined by staining clonal tumor cell lines with a rat-specific mouse anti-c-ErbB2/c-neu monoclonal antibody (Clone 7.16.4, Calbiochem-EMD Chemicals, Gibbstown, NJ) and a phycoerythrin (PE)-conjugated goat anti-mouse secondary antibody (Jackson ImmunoResearch, West Grove, PA). For neu expression, the PE-conjugated mouse IgG2aκ clone eBM2a was used as an isotype control. Membrane E-cadherin was detected using an eFluor-660 conjugated anti-CD324 antibody (clone DECMA-1; e-Bioscience) and the eFluor-660 conjugated rat IgG1 (clone eBRG1; eBioscience) was used as an isotype control. To obtain a purified population of GFP^+^ positive tumor cells, GFP expressing E2 cells were harvested and processed into single cell suspensions using the Tumor Dissociation Kit and the gentle MACS Dissociator (Miltenyi Biotec) per the manufacturer's protocol. GFP positive cells were sorted from GFP negative cells using a FACSAria III flow cytometer with FACSDiva software (Becton-Dickinson). All antibody-stained and fluorescent cells were detected on a LSR II flow cytometer (BD Biosciences) and analyzed using FlowJo software (Treestar, Inc.).

### Real time PCR (qPCR)

For qPCR of cDNA: Tumor cells were suspended in Trizol^®^ and immediately frozen at −80°C. RNA was processed according to the Trizol^®^ reagent manufacturer's protocol (Thermofisher). The RNA optical density and ratio of absorbance at 260 and 280 nm was determined using a Nanodrop-1000 spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized with 2 μg of RNA using the Quantitect reverse transcription cDNA kit (Qiagen) per manufacturer's protocol. cDNA at a 1:10 dilution was amplified in a 20 μl reaction volume using a CFX C1000 real-time thermal cycler (Bio-Rad) with the SsoFast™ Eva Green^®^ Syber Green Supermix (Bio-Rad) under the following amplification protocol: 95°C for 30 seconds followed by 39 cycles of 95°C for 3 seconds and 60°C for 3 seconds. Samples were then heated to 95°C for 10 seconds followed by a melt curve analysis from 65°C to 95°C with measurements in 0.5 degree increments every 5 seconds. The 18 S reference gene was amplified using QuantiTect 18 S primers (Qiagen). All reactions were done in triplicate wells with duplicate no template control wells. To calculate fold-change in gene expression, the average ΔΔCq values from triplicate wells were combined from at least 3 experiments. The primer sets used are as follows (listed 5′ to 3′). Rat neu specific: forward GGCATTGCTCCGCTGAGG reverse CACTGAGGTCACGGAGACTGT; Zeb1: forward GCAGGAGCCGCCAGTGAAGG reverse TGGGTGG CGTGGAGTCAGAGT; Twist1: forward GGAGCTCCC CACCCCCTCTG reverse TCCACGGGCCTGTCTC GCTT; vimentin: forward CGCCAGGCCAAGCAGGA GTC reverse CTCATCCTGCAGGCGGCCAA; E-cadherin: forward GCCGGAGAGGCACCTGGAGA reverse GCGCGGACGAGGAAACTGGT. Primer efficiency/r^2^ values were as follows: neu 107.6%/0.990; Zeb1 111.6%/0.998; Twist1 97.2%/0.915; vimentin 99.0%/0.995 [7] and E-cadherin 92.6%/0.967. Relative quantity values from triplicate wells were combined from at least 3 separate experiments.

### Biophotonic imaging

Tumors produced from firefly and Renilla luciferase-expressing cells were imaged for bioluminescence using a Xenogen IVIS imaging system. To detect Renilla luciferase bioluminescence, mice were injected intravenously with 15 μg coelenterazine (Nanolight) diluted in 300 μl PBS. To detect firefly luciferase bioluminescence, mice received 1 mg D-luciferin (Regis Technologies) dissolved in 200 μl PBS by intraperitoneal injection (i.p.). Regions of interest (ROI) surrounding the tumor bioluminescent signal were manually drawn using LIVING IMAGE software Version 2.6 (Xenogen). Results are reported as ROI total photon flux.

### Affymetrix RNA microarray

RNA from each cell line (E1, E2, M1 and M2) was prepared using the RNeasy^®^ Micro Kit (Qiagen). The purified RNA was quantified with a Nanodrop 1000 UV/Vis-spectrophotometer (Thermo Scientific, Wilmington, DE). Equal concentrations of RNA from each cell line were sent to the Genomics Core Facility at Brown University (Providence RI) and analyzed on Affymetrix^®^ Mouse MoGene-1_0-st-v1 arrays. Microarray data were exported from Affymetrix GCOS software as CEL files. The data has been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE81033. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81033).

### Statistical analysis

Data were compared using ordinary one-way ANOVA non-parametric analysis with the Tukey multiple comparison test. Analyses were calculated with Prism graph pad 6.0 software (GraphPad, San Diego, CA).

How the deposited data were processed for this re-analysis (not part of the article)

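Expression was measured in the 4 clonal cell lines E1, E2, M1 and M2 on Affymetrix MoGene 1.0 ST arrays, 1 array per line. The paper's methods describe the export of the raw array files, and the labels name Partek for the processing, without a version. Background correction, normalization and summarization are not stated in these sources. As deposited by the authors, the values are log2 expression levels that they normalized from the exported array files, from 2.28 to 14.5, with similar but not identical distributions in the 4 arrays. The methods name a column kit for RNA preparation and the labels name Trizol.

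Of 35556 probe sets, 21789 are listed with 1 gene symbol, 1621 with several and 12146 with no gene. Tests used the 23410 probe sets with a symbol, which cover 19938 genes. Symbols were checked through gene identifiers against a later gene table, and 0 changed. Some probe sets of the heat map, and some genes of the lists or of the paper's text, are not listed under a gene name in the annotation used and are not reported here.

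The comparison of M1 with M2 used a difference of at least 10-fold. The heat map criteria were read as this difference together with a level of M1 outside the range of E1, E2 and M2, since the paper gives no number for reciprocal regulation. Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes, for E1 and E2 against M1 and M2 and for M1 against E1, E2 and M2, each with 2 residual degrees of freedom. A lone line in a group is assumed to vary like the lines of the other group. P-values were adjusted over all probe sets tested by the method of Benjamini and Hochberg, with a threshold of 0.05. The 27 gene lists, with 511 genes of which 474 have a named probe set, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 27 lists. Distances between lines are root mean square log2 differences. In a comparison added later, medians of lists between single lines were set against 10000 random lists matched on mean expression, and intervals of medians come from 10000 bootstrap draws of genes.

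The genes named are those shown in the heat map or named in the paper for these lines, the 10 with the largest difference in each direction in each main comparison, up to 4 members per list, and for each line the 5 in each direction farthest from the nearest other line; the genes of the heat map had been seen when this rule was written. Any other gene is marked where it is named. The comparisons, criteria, gene lists, naming rule and alternative settings were fixed before the data were examined, apart from the heat map, which comes from these same arrays. Some lists hold heat map genes, among them matrix proteoglycans (Dcn, Ogn, Prelp, Srgn) and aldehyde metabolism (Aldh1a1, Aldh1a7, Akr1c14). The same holds for the insulin-like growth factor (Igfbp7) and angiopoietin (Angpt1) lists. Calls of such lists for M1 are therefore partly circular. The alternatives were quantile normalization, centring on the median, a filter on dim probe sets, a raised floor, other fold and p thresholds, other forms of the tests and leaving out each line in turn.

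The tests were checked on simulated data with 50 changed genes at each size. For the 2 types, limma recovered 1, 28, 44 and 49 of them at log2 changes of 1, 2, 4 and 6, with 5 false calls among 127. For M1 against the other lines it recovered 0, 6, 31 and 41, with 6 false calls among 84. The rates for M1 carry over to the arrays only if M1 varies like the other lines, which 1 array of M1 cannot show. The measurements by flow cytometry, quantitative PCR and imaging and the tumor experiments were not analysed here.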

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

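The serum test, the comparison with random lists and the count of 10-fold differences kept after quantile normalization were chosen after the results were seen.

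limma called 874 probe sets different between the epithelial and the mesenchymal-like lines, a comparison the paper does not report for the arrays, with 472 higher and 402 lower in the epithelial lines and 0 called without E1 or without E2 (2579 and 2651 at an unadjusted p under 0.05), 1761 without M1 and 1879 without M2. The other 2 ways to pair the lines gave 0 each, with 346 and 343 at an unadjusted p under 0.05. Both put an epithelial and a mesenchymal-like line in each group. The difference between the types is then part of the spread, so these counts are no control for the 874. Lists that both camera and fry called between the types, outside those of epithelial and mesenchymal identity, were luminal mammary epithelium (median log2 difference 0.21, epithelial minus mesenchymal-like), glucocorticoid targets (-1.19), cholesterol synthesis (-0.49), ErbB and EGF signaling (0.78) and matrix proteases and inhibitors (-0.51); with an estimated correlation none of these passed (adjusted p = 0.507, 0.298, 0.298, 0.507 and 0.320), and the ErbB list was not called without M1 (0.0725). camera, but not fry, also called proliferation (-0.58), aldehyde and xenobiotic metabolism (-1.33) and fibroblast genes (-0.08), with adjusted p = 0.656, 0.456 and 0.656 with an estimated correlation; the fibroblast call was lost with quantile normalization (0.0911), with centred arrays (0.0510) and without E1 (0.240). fry, but not camera (0.106), called matrix proteoglycans (median -0.09, adjusted p = 0.00517).

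Hydrocortisone, which is in the medium of the mesenchymal-like lines only, is a candidate explanation for part of the differences between the types. The median of 16 glucocorticoid target genes was 1.19 higher on the log2 scale in the mesenchymal-like lines, with Mt2 at 5.95 in the epithelial and 13.81 in the mesenchymal-like lines and Zbtb16 at 6.83 and 10.52. Less serum, 2% against 20%, may raise cholesterol synthesis genes, and their median was 0.49 higher in the mesenchymal-like lines. Both tests bear on those target genes alone, and for these as for all other genes cell type and medium cannot be told apart, because each type was grown in its own medium.

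The 62 probe sets at least 10-fold higher in M1 than in M2 include Dcn, Ogn and Pdgfrb, which fibroblasts and vessel wall cells also express. A fibroblast identity of M1 needs the whole set to be higher, and the median of the 25 fibroblast genes, 4 of which are in other lists too, was 0.0125 between M1 and M2 (bootstrap 95% interval -0.07 to 0.25); against all 3 other lines camera called the list higher in M1 (adjusted p = 0.0293, 0.105 without E1, and adjusted p = 0.648 with an estimated correlation), with 4 members higher when adjusted over the list alone, and the pericyte and smooth muscle list had a median of 0.05 between M1 and M2. The abundant fibroblast transcripts Col1a1, Col1a2 and Col3a1, chosen for naming after their values were seen, were at 7.41, 7.24 and 7.54 in M1 and 7.54, 7.32 and 7.57 in M2, which argues against a fibroblast identity, while single genes of that program were higher; the sort took cells low in neu and CD24 and would not remove fibroblasts, and the paper reports rat neu protein on nearly all cells of these lines (Fig. 2A). A scaling or quality difference of the M1 array could not be excluded by the test set for it: 15 housekeeping genes differed between M1 and M2 by 0.742 times the median of the other pairs of lines, but the bootstrap interval, 0.321 to 1.67, reaches past the bound of 1.5 set for that test. After quantile normalization 62 of the 62 and 45 of the 45 lower ones were still at least 10-fold apart, which counts against scaling but does not bear on array quality, and a repeat array of M1 would be needed; the difference between the clones itself stays open as an untested biological explanation.

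In M2, 28 probe sets were at least 10-fold from every other line. The following medians lay outside those of all 10000 random lists. Between E2 and E1 they were 2.77 for interferon response, 0.78 for MHC class I presentation, 0.54 for proliferation and 0.17 for epithelial junction and identity genes, each higher in E2. Between M1 and M2 they were 0.75 for p53 targets and 0.80 for interferon response, higher in M1, and -0.67 for glycolysis and hypoxia genes. These compare single arrays and were not tested against replicate spread.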

How the results depend on the processing

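The settings below were all planned. The number of arrays limits every result: each line has 1 array, and leaving out a line leaves 1 residual degree of freedom. No paired analysis was possible because the clones of the 2 types are not matched. No result past its threshold changed direction under any setting run. Among the gene lists, the direction changed in 21 of 459 pairs of list and setting, 0 of them for a list called in the reported setting; interferon response, not called for M1 (adjusted p = 0.855), was called higher in M1 without E2 (4.6e-08). Under the 2 rescalings, the genes tested kept their side of the threshold in 108 cases between the types and 130 for M1, and passed where they had not in 2 and 10. Where a cause is not given by the setting itself, the cause was not tested.

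The 107 probe sets 10-fold apart between M1 and M2 became 58 with values raised to the median of the file, 42 at 20-fold and 310 at 5-fold. The 81 that meet the heat map criteria became 47, 33 and 223, and 50 when M1 had to be 10-fold from each line; they were 83 to 85 without E1 or E2. The probe sets 10-fold from every other line became, with raised values, 5 in E1, 28 in M1 and 14 in M2; at 20-fold, 5 in E1, 3 in E2, 23 in M1 and 9 in M2; at 5-fold, 27, 51, 125 and 95; and among brighter probe sets, 32 in M1 and 17 in M2.

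The 22 limma calls of M1 became 40 with centred arrays, 0 among brighter probe sets (958 at an unadjusted p under 0.05), 11 over all probe sets, 59 with a trend and robust fit, 56 at an adjusted p under 0.1 and 861 with 3 groups in the fit. Leaving out a line gave 0 to 1879: 0 without E1 (873 at an unadjusted p under 0.05) or without E2 (865), and 1879 without M2, when the fit compares M1 with the epithelial lines alone and is the same as that between the types without M2. The 874 calls between the types became 1660 at an adjusted p under 0.1 and 2478 with 3 groups, and 0 to 1879 with a line left out: 0 without E1 (2579 at an unadjusted p under 0.05) or E2 (2651), 1761 without M1 and 1879 without M2.

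M2 was nearer to M1 than to the epithelial lines in every alternative setting run over probe sets not chosen by the heat map criteria. On probe sets that meet those criteria, which select a large distance between M1 and M2, the order was reversed. The difference of the distances, -0.32, was -0.44 among brighter probe sets, -0.25 over all and -1.64 over the most variable. Without E1 or E2 this difference was -0.33 to -0.31. By Pearson's r it was -0.0372 and by Spearman's rho -0.0362, both on another scale. Of the gene lists, camera with an estimated correlation called 0 of 12 for M1 and 0 of 11 between the types, and fry called 0 for M1 and 9 between the types. The estimated form missed even the epithelial junction list between the types, so its misses on these few arrays decide nothing about a list. Without a line, 8 to 15 lists were called for M1 and 11 to 15 between the types.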

Differences from the paper's values

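The other probe sets of Dock6 and 2610318N02Rik were looked up after the values were seen. The paper states a difference of at least 10-fold between M1 and M2 for the heat map transcripts. This held for 57 of the 59 probe sets, and all 59 had the direction shown. The Dock6 probe set in Fig. 1D was 2.75-fold apart, against the paper's at least 10-fold, and 2.69-fold and 2.57-fold under the alternatives set before the data were examined, quantile normalization and centring on the median, neither of which reaches it. Another of the 15 Dock6 probe sets was 13.4-fold apart. The 2610318N02Rik probe set was 3.50-fold apart, against the paper's at least 10-fold, and 3.78-fold and 3.75-fold under the same alternatives, neither of which reaches it. Its other probe set was 10.6-fold apart.

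The paper's discussion names Angptl1 as higher in the line that did not form tumor, while Fig. 1D prints Angpt1. Angptl1 was at 4.92 in M1 and 4.97 ± 0.07 (SD, n = 3) in E1, E2 and M2, and Angpt1 at 8.89 and 4.37 ± 0.19 (SD, n = 3). Dcn, Fst and Igfbp7, which the paper names as higher in M1, were 22.1-fold, 10.6-fold and 52.6-fold higher in M1 than the mean of the other lines as ratios of the listed values, with that mean low for Dcn (5.62) and Fst (6.63); the difference of Fst did not pass limma (adjusted p = 0.143).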

Other observations

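The count with M2 in the place of M1 below was chosen after the results were seen. Array levels of markers of the 2 cell types follow, some of which the paper also measured by other methods. Not all of these markers passed limma. Medium and type cannot be told apart, and the limma calls between the types were lost without E1 or without E2. Cdh1 was at 12.23 ± 0.11 (SD, n = 2) in the epithelial and 6.61 ± 0.14 (SD, n = 2) in the mesenchymal-like lines, 49.4-fold higher (limma adjusted p = 0.00252). Of 11 transcription factors of the epithelial-mesenchymal transition, 5 were higher in the mesenchymal-like lines by limma and 0 were lower (7 higher and 1 lower when adjusted over the list alone); Zeb1 had a log2 difference of -3.59, Zeb2 -2.60, Twist1 -3.36, Twist2 -2.41 and Prrx1 -5.17, epithelial minus mesenchymal-like. Snai2 at -4.45 did not pass (adjusted p = 0.0574; 0.0475 with quantile normalization). Vim was high in all lines, at 12.94 and 13.77 (adjusted p = 0.0896), and Fn1 at 13.16 and 13.31 (adjusted p = 0.881). Cd24a, the gene of the antigen used to sort the cells, was at 11.88 in the epithelial and 12.46 in the mesenchymal-like lines (limma adjusted p = 0.309), and Erbb2 at 11.89 and 10.80 (limma adjusted p = 0.0852). The Erbb2 probe set is listed for the mouse gene, while the paper measured the rat neu transgene with rat-specific reagents. Whether the probe set also detects the transgene is not known. The receptor kinase Axl and the matrix proteoglycan Vcan were at 12.63 and 12.00 in the mesenchymal-like lines and at low levels, 6.33 and 5.97, in the epithelial lines.

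E2 stood apart from E1 in interferon response genes, 19 of 20 of which were at least 2-fold higher in E2. Irf7, a transcription factor of the response, was at 12.33 in E2 and 7.49, 7.97 and 6.69 in E1, M1 and M2, Oasl2 at 12.70 and 7.61, 8.87 and 7.08, and the helicase Ddx60 at 9.78 and 5.27, 5.38 and 5.34. M2 alone had high levels of the scavenger receptor Colec12 (11.70, against 6.10 in M1), the cadherin Cdh13 (11.97, against 6.83) and prostaglandin E synthase Ptges (11.81, against 7.17), and a low level of the tight junction protein Cldn1 (6.30, against 10.82). Adm, a peptide hormone induced by hypoxia, was at 10.01 in M2, 5.94 in M1, 7.09 in E1 and 6.23 in E2, and Vegfa at 11.92 in M2, 10.48 in M1, 11.74 in E1 and 11.19 in E2. With M2 in the place of M1, 56 probe sets met the heat map criteria, 35 higher and 21 lower in M2, against 81 for M1, and 31 met both.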
